# Biphasic Regulation of Mesenchymal Genes Controls Fate Switches During Hematopoietic Differentiation of Human Pluripotent Stem Cells

**DOI:** 10.1002/advs.202001019

**Published:** 2020-08-19

**Authors:** Hongtao Wang, Mengge Wang, Yuqi Wen, Changlu Xu, Xiaoyuan Chen, Dan Wu, Pei Su, Wen Zhou, Tao Cheng, Lihong Shi, Jiaxi Zhou

**Keywords:** HAND1, hematopoietic differentiation, human pluripotent stem cells, mesenchymal genes, SNAI1

## Abstract

Epithelial‐mesenchymal transition (EMT) or its reverse process mesenchymal‐epithelial transition (MET) occurs in multiple physiological and pathological processes. However, whether an entire EMT–MET process exists and the potential function during human hematopoiesis remain largely elusive. Utilizing human pluripotent stem cell (hPSC)‐based systems, it is discovered that while EMT occurs at the onset of human hematopoietic differentiation, MET is not detected subsequently during differentiation. Instead, a biphasic activation of mesenchymal genes during hematopoietic differentiation of hPSCs is observed. The expression of mesenchymal genes is upregulated during the fate switch from pluripotency to the mesoderm, sustained at the hemogenic endothelium (HE) stage, and attenuated during hemogenic endothelial cell (HEP) differentiation to hematopoietic progenitor cells (HPCs). A similar expression pattern of mesenchymal genes is also observed during human and murine hematopoietic development in vivo. Wnt signaling and its downstream gene SNAI1 mediate the up‐regulation of mesenchymal genes and initiation of mesoderm induction from pluripotency. Inhibition of transforming growth factor‐*β* (TGF‐*β*) signaling and downregulation of HAND1, a downstream gene of TGF‐*β*, are required for the downregulation of mesenchymal genes and the capacity of HEPs to generate HPCs. These results suggest that the biphasic regulation of mesenchymal genes is an essential mechanism during human hematopoiesis.

## 1 Introduction

Human pluripotent stem cells (hPSCs) provide a tractable system to analyze human hematopoietic development given their capacity to undergo long‐term self‐renewal and to differentiate into all three germ layers.^[^ ^1^ ^]^ Although hematopoietic stem cell (HSC) transplantation and transfusion of functional blood cells are effective for treating diverse blood disorders, the shortage of donors can limit these applications.^[^ ^2^ ^]^ Hematopoietic differentiation of hPSCs has emerged as a promising strategy to generate therapeutic cells. Despite recent advances in the induction of hPSC differentiation, the production of HSCs with engraftment potential from hPSCs remains highly challenging.^[^ ^3^ ^]^ Thus, elucidating the mechanisms underlying hPSC hematopoietic differentiation will provide insights into early human hematopoietic development and may also benefit the production of HSCs and functional blood cells from hPSCs for clinical applications.

Epithelial‐mesenchymal transition (EMT) or its reverse process mesenchymal‐epithelial transition (MET) occurs in multiple physiological and pathological processes, including mammalian development and malignant progression.^[^ ^4^, ^5^ ^]^ Recent studies demonstrated that transition to a mesenchymal state is a key mechanism for cell fate decisions during programming or reprogramming. For example, MET is essential for somatic cell reprogramming to a pluripotent state,^[^ ^6^, ^7^ ^]^ while the initiation of earlier EMT prior to MET facilitates iPSC generation from fibroblasts.^[^ ^8^ ^]^ During hematopoietic development or leukemic transformation, the role of EMT and its modulators have been investigated.^[^ ^9^, ^10^ ^]^ Twist1 regulates embryonic hematopoietic differentiation by directly targeting Myb and Gata2.^[^ ^11^ ^]^ Twist1 is highly expressed in leukemia stem cells and promotes tumor cell growth.^[^ ^12^, ^13^ ^]^ The deletion of Zeb2 severely impairs the differentiation of murine embryonic cells and adult hematopoietic stem/progenitor cells.^[^ ^14^, ^15^ ^]^ Although these EMT regulators play essential roles in distinct temporal windows of hematopoiesis or hematological malignancies, whether an entire EMT–MET process occurs and functions during hematopoiesis remain largely elusive.

Hematopoietic differentiation of hPSCs recapitulates hematopoiesis in vivo and proceeds through three main stages: mesoderm specification, hemogenic endothelial cell (HEPs) emergence and endothelial to hematopoietic transition (EHT) to produce hematopoietic cells.^[^ ^16^ ^]^ Each stage is regulated by extrinsic factors, intracellular signaling pathways, and transcription factors. Previous studies demonstrated that BMP4 promotes EMT and mesoderm differentiation by regulating the EMT transcription factors MSX2 and SLUG.^[^ ^17^, ^18^ ^]^ The EMT transcription factor SNAI1 controls gastrulation and mesoderm commitment.^[^ ^19^, ^20^, ^21^ ^]^ In addition, during EHT, inhibition of transforming growth factor‐*β* (TGF‐*β*) signaling facilitates hematopoietic cell generation,^[^ ^22^, ^23^, ^24^ ^]^ which initiates EMT.^[^ ^25^ ^]^ These findings led us to propose that a sequential EMT–MET process might occur during hematopoiesis and underlie hematopoietic fate decisions. Thus, it is of great interest to identify key EMT regulators controlling hematopoietic differentiation and their crosstalk with the signaling pathways known to regulate cell fate transitions.

In this study, we discovered biphasic activation of distinct mesenchymal genes during hematopoietic differentiation of hPSCs and also found a similar expression pattern of mesenchymal genes during human and murine hematopoietic development in vivo. Mechanistically, we identified specific mesenchymal genes that collaborate with Wnt and TGF‐*β* signaling to control fate switches during different temporal windows of hPSC hematopoietic differentiation. Thus, our findings provide novel insight into the mechanisms underlying human hematopoietic development and should benefit the production of HSCs and functional blood cells from hPSCs for clinical applications.

## 2 Results

### 2.1 Biphasic Regulation of Mesenchymal Genes During Hematopoietic Differentiation of hPSCs

Human hematopoiesis can be modeled using coculture systems with stromal cells or chemically‐defined culture conditions.^[^ ^26^, ^27^, ^28^ ^]^ Different populations of differentiated cells, including APLNR^+^ mesoderm cells, CD31^+^CD34^+^ HEPs, and CD43^+^ hematopoietic progenitor cells (HPCs), were generated sequentially after 7–8 days of hPSC differentiation (**Figure** **1**A). To identify molecular machinery underlying cell‐fate switches, we conducted a genome‐wide transcriptomic analysis of each cell type during this process. Principle component analysis (PCA) revealed stepwise fate switches from pluripotent cells to HPCs (Figure 1B). Genes associated with pluripotency (PL), mesoderm (MES), HEPs, and HPCs were enriched in each cell population at the respective stages (Figure S1A, Supporting Information). Furthermore, the expression of established marker genes, including *NANOG*, *MESP1*, *SOX7*, and *GATA1* for each stage was validated using quantitative real time polymerase chain reaction (qRT‐PCR) analysis (Figure S1B, Supporting Information). Thus, hematopoietic differentiation from hPSCs occurs in a stepwise fashion and recapitulates the developmental process in vivo.

**Figure 1:**
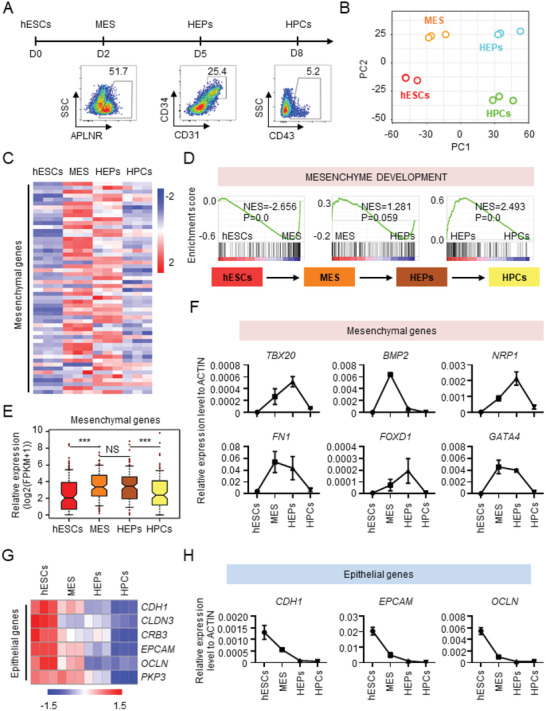
Biphasic regulation of mesenchymal genes during hematopoietic differentiation of hPSCs. A) Schematic overview of hESC hematopoietic differentiation in the chemically defined system. B) PCA results show a clear stepwise fate switches from pluripotent cells to HPCs. C) The heatmap showing different expression of mesenchymal genes between the four populations of cells during hematopoietic differentiation of hESCs. D) The enrichment of “Mesenchyme development” gene set between the four populations of cells during hematopoietic differentiation of hESCs. E) The dynamic expression of mesenchymal genes between the different populations of cells derived from hESCs during hematopoietic differentiation. F) The dynamic expression of characteristic mesenchymal genes in the four populations of cells during hematopoietic differentiation of hESCs, as detected with real‐time PCR. G) The heatmap showing down‐regulation of epithelial genes during hematopoietic differentiation of hESCs. H) The expression of characteristic epithelial genes in the four populations of cells during hematopoietic differentiation of hESCs, as detected with real‐time PCR. NS, not significant and ***P < 0.001.

To identify differentially expressed genes between each cell population, we conducted Gene Set Enrichment Analysis (GSEA), which revealed a cohort of mesenchymal genes with differential expression between the four populations of cells during differentiation (Figure 1C,D). 183 mesenchymal genes were identified based on a mesenchymal development gene set from the GSEA database, and their differential expression between distinct cell populations was determined to be significant (Figure 1E, hESCs vs MES, *P *< 0.001; HEPs vs HPCs, *P *< 0.001).

Analysis of the temporal expression of mesenchymal genes revealed a dynamic, biphasic pattern. The expression of mesenchymal genes was upregulated during the fate switch from pluripotency to mesoderm and sustained at the hemogenic endothelium (HE) stage, but was downregulated during HEP differentiation to HPCs (Figure 1E). We analyzed representative mesenchymal genes (*TBX20*, *BMP2*, *NRP1*, *FN1*, *FOXD1*, and *GATA4*) by qRT‐PCR, which confirmed the dynamic expression pattern (Figure 1F). To exclude the possibility that the dynamics of mesenchymal gene expression is cell‐line specific, we utilized BC1 cells, a widely used human iPSC line,^[^ ^26^, ^29^ ^]^ which revealed an indistinguishable temporal pattern (Figure S1C, Supporting Information). The same expression pattern of mesenchymal genes was detected with hESCs undergoing hematopoietic differentiation with the OP9 coculture system using previously reported RNA‐seq data^[^ ^30^ ^]^ (Figure S1D, Supporting Information). Thus, a cohort of mesenchymal genes are expressed in a biphasic pattern during hematopoietic differentiation of hPSCs.

To determine whether an entire EMT–MET process occurred during hematopoietic differentiation, we quantified the expression dynamics of epithelial genes. The epithelial genes were expressed at the highest level in hPSCs and were gradually downregulated during the fate switches from mesoderm to HEPs and HEPs to HPCs (Figure 1G). Minimal expression of epithelial genes was observed in HEPs and HPCs. We also quantified epithelial gene expression in BC1 and the cells differentiated under the OP9 coculture condition, which revealed a similar expression pattern (Figure S1E,F, Supporting Information). This expression pattern was confirmed by qRT‐PCR analysis of epithelial gene expression (*CDH1*, *EPCAM*, and *OCLN*) (Figure 1H). Thus, in contrast to the biphasic expression pattern of mesenchymal genes, the epithelial genes showed a gradually decreased pattern of expression during hematopoietic differentiation of hPSCs.

### 2.2 Biphasic Regulation of Mesenchymal Genes Occurs During Hematopoietic Development In Vivo

We asked whether the biphasic pattern also characterizes hematopoietic development in vivo. We utilized previously published single‐cell profiling data from early mouse embryos.^[^ ^31^ ^]^ Cells were reclassified into five populations, including epiblasts, mesoderm, endothelium, blood progenitors, and embryonic blood cells, based on the t‐distributed stochastic neighbor embedding (tSNE) analysis, which demonstrated a distinct distribution of the five cell populations with minimal overlap (**Figure** **2**A). Hallmark genes representing the distinct cell types were enriched in five populations, respectively (Figure S2A,B, Supporting Information). Mesenchymal genes were highly expressed in mesoderm and endothelium cells, but not in other cell populations (Figure 2B). Gene ontology (GO) term analysis for the stage‐specific genes revealed mesenchymal cell differentiation and mesenchymal development to be enriched terms (Figure S2C, Supporting Information). We compared the expression pattern of mesenchymal genes between different stages and found that the differential expression of mesenchymal genes between distinct cell stages was significant (Figure 2C,D).

**Figure 2:**
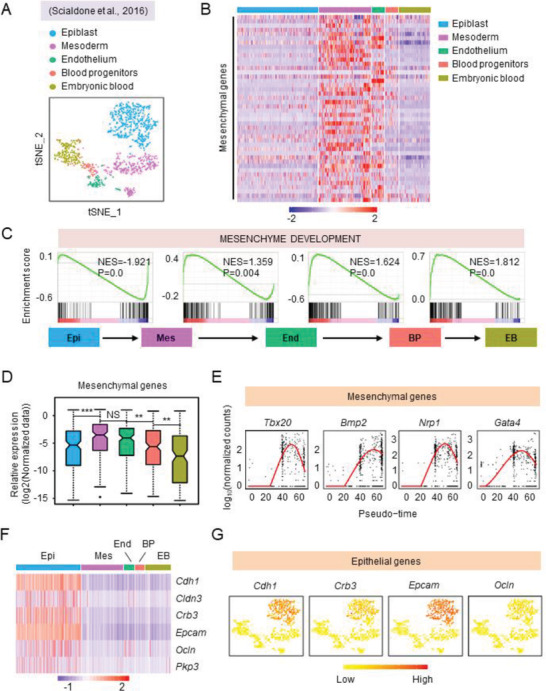
Biphasic regulation of mesenchymal genes occurs during hematopoietic development in vivo. A) t‐SNE showing five different developmental stages during embryonic hematopoiesis (E6.0‐E7.75) in vivo. B) The heatmap showing different expression of mesenchymal genes in five different populations during mouse embryonic hematopoiesis in vivo. C) The comparison of “mesenchyme development” gene expression between the cell populations from each stage of mouse embryonic hematopoiesis, as assessed by GSEA. D) The dynamic expression of mesenchymal genes at different stage of mouse embryonic hematopoiesis. E) The dynamic expression of representative mesenchymal genes during mouse embryonic hematopoiesis by pseudotime analysis. F) The heatmap showing the expression of epithelial genes during mouse embryonic hematopoiesis in vivo. G) t‐SNE of characteristic epithelial genes during mouse embryonic hematopoiesis in vivo. Epi, Epiblast, Mes, Mesoderm, End, Endothelium, BP, Blood progenitors, EB, embryonic blood. NS, not significant and **P < 0.01 and ***P < 0.001.

We quantified the dynamics of mesenchymal gene expression during hematopoietic differentiation in mouse embryos and discovered the upregulation during the switch from pluripotency to the mesoderm, sustained high‐level expression from mesoderm to endothelium, and downregulation during the endothelium to blood progenitor transition. The pattern resembled that during hPSC hematopoietic differentiation (Figure 2C,D). The expression of representative mesenchymal genes (*Tbx20*, *Bmp2*, *Nrp1*, and *Gata4*) followed this dynamic pattern (Figure 2E; and Figure S2D, Supporting Information).

We also examined the expression pattern of mesenchymal genes during human hematopoietic development in vivo by taking advantage of the recently reported single‐cell profiling data obtained from human embryos.^[^ ^32^ ^]^ Specifically, we combined the datasets of endothelial cells (ECs) and hematopoietic stem and progenitor cells (HSPCs) and used them for further analysis (Figure S2E, Supporting Information). Feature genes representing the distinct cell types were enriched in the respective population (Figure S2F, Supporting Information). When compared with ECs, HSPCs exhibited a significant downregulation of mesenchymal gene (Figure S2G, Supporting Information). Thus, a biphasic regulation of mesenchymal gene expression occurs during hematopoietic development both in vitro and in vivo.

Finally, we quantified the expression of epithelial genes using data from the in vivo analyses. While epiblast cells exhibited intermediate expression levels of epithelial genes, minimal expression was detected in endothelium and embryonic blood progenitor cells (Figure 2F,G). These observations are consistent with the results from the in vitro experiments and suggest that an EMT to MET process does not occur in vivo.

### 2.3 Wnt Signaling is Essential for Mesenchymal Gene Expression and Induction of Differentiation

The dynamic expression pattern of mesenchymal genes during hematopoietic differentiation suggested that this constitutes a mechanism important for cell fate switches that control hPSC hematopoietic differentiation. We conducted ingenuity pathway analysis (IPA) of the RNA‐seq data and focused on the temporal window during the pluripotency to mesoderm transition. Wnt/*β*‐catenin signaling emerged as the top activated signaling pathway in this window (**Figure** **3**A). Consistent with this finding, GSEA revealed statistically significant enrichment of Wnt signaling‐linked genes in mesoderm cells versus pluripotent stem cells in vitro and in vivo (Figure 3B; and Figure S3A, Supporting Information).

**Figure 3:**
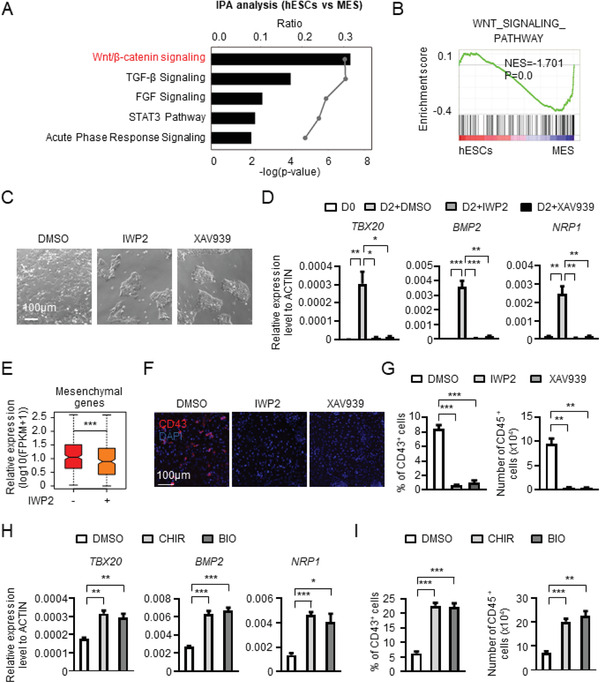
Wnt Signaling is essential for mesenchymal gene expression and induction of differentiation. A) IPA was performed to identify the underlying signaling from pluripotency to mesoderm and Wnt/*β*‐catenin signaling was the most activated signaling. B) GSEA of “Wnt signaling pathway” gene set between hESCs and mesoderm cells. C) The morphology of cells at day 2 of hematopoietic differentiation with or without the treatment of IWP2 and XAV939, inhibitors of Wnt signaling. D) The expression of representative mesenchymal genes with or without Wnt signaling inhibitors treatment detected by real‐time PCR. E) The box plot showing the expression of mesenchymal genes with or without IWP2 treatment. F) The immunofluorescence of CD43^+^ HPCs with or without Wnt signaling inhibitor treatment. G) The percentage of CD43^+^ HPCs (left) and the number of CD45^+^ HPCs (right) with or without Wnt signaling inhibitor treatment analyzed with flow cytometry. H) The expression of representative mesenchymal genes with or without the treatment of CHIR99021 (CHIR) and BIO analyzed with real‐time PCR. I) The percentage of CD43^+^ HPCs (left) and the number of CD45^+^ HPCs (right) with or without CHIR and BIO treatment analyzed with flow cytometry. *P < 0.05, **P < 0.01, and ***P < 0.001.

Based on the temporal pattern of Wnt signaling activation during pluripotency to mesoderm transition, we tested whether it is essential for the upregulation of mesenchymal genes. We utilized two small‐molecule Wnt signaling inhibitors, IWP2 and XAV939^[^ ^33^, ^34^ ^]^ to evaluate the relationship between Wnt signaling, mesenchymal gene expression, and hPSC differentiation. 

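Gene expression profiling was performed on H1 cells, a human embryonic stem cell line, at day 2 of hematopoietic differentiation, after 48 h of BMP4 and Activin A with either DMSO, the solvent control, or IWP2. IWP2 inhibits Porcupine, the acyltransferase that lipid-modifies Wnt ligands before their secretion. There were 2 libraries with DMSO and 2 with IWP2, and RNA from XAV939-treated cells is not analysed here. The paper's methods give 40 ng/mL BMP4 and 50 ng/mL Activin A, whereas the sample labels give 50 ng/mL BMP4 and 40 ng/mL Activin A. The authors deposited FPKM, fragments normalized to transcript length and library size, for 58365 rows of Ensembl genes. The paper's text does not name the aligner, the quantification tool or the genome build, and 56554 of the rows carry the locus that GENCODE release 29 gives on GRCh38. FPKM holds no library total, but the low values of genes with a single annotated transcript of over 2500 bases fall on steps of 1 fragment. From these steps, DMSO libraries 1 and 2 held about 21300000 and 18900000 fragments, and IWP2 libraries 1 and 2 about 23400000 and 20200000. Between 89.4% and 93.0% of the low values used in a library lay close to a whole number of fragments at that depth, where evenly spread values would give 20%. At these depths, 1 fragment on a transcript of 2000 bases was worth between 0.0214 and 0.0265 FPKM. Fold changes were computed on the log2(FPKM + 1) scale, which understates the change of genes with low values, and were tested with limma over the 14278 genes with an FPKM of at least 1 in at least 2 of the 4 libraries. The p-values were adjusted by the Benjamini-Hochberg method, and a gene was called changed at an adjusted p-value under 0.05. Across these genes, which are not independent replicates, Pearson's r was 0.980 between the DMSO libraries, 0.984 between the IWP2 libraries and between 0.934 and 0.942 across the groups. The labels number the libraries 1 and 2 in each group without stating that equal numbers share a culture. Same-numbered libraries deviated from their group means with a correlation of 0.205 across genes, so fits with the replicate number as a block were made beside those without it. With 2 libraries per group, a two-sided exact permutation test of a single gene cannot give a p-value below 0.333.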

The inhibitors promoted maintenance of the cells in hPSC colonies even after induction of differentiation. By contrast, cells cultured without the inhibitors dispersed from the colonies, and hPSC colony integrity was diminished (Figure 3C).

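*TBX20*, *BMP2* and *NRP1* were each lower with IWP2 than with DMSO in the gene expression profiling. *TBX20* (GRCh38 chromosome 7, 35202430 to 35254147) had an FPKM of 4.62 ± 1.76 (SD, n = 2) with DMSO and 0.352 ± 0.0124 (SD, n = 2) with IWP2, a log2 fold change of -2.02 (standard error 0.25, adjusted p = 0.00705 from limma). Without the filter on low values, the adjusted p-value of *TBX20* from limma was 0.0837. *BMP2* (chromosome 20, 6767664 to 6780280) fell from 111 ± 14.5 to 4.53 ± 0.0179 FPKM, with a log2 fold change of -4.34 (standard error 0.12, adjusted p = 0.000152 from limma). *NRP1* (chromosome 10, 33177492 to 33336262) fell from 14.7 ± 0.380 to 1.14 ± 0.278 FPKM, with a log2 fold change of -2.88 (standard error 0.15, adjusted p = 0.000569 from limma). With the replicate number as a block, the adjusted p-values were 0.00652, 0.000302 and 0.00102 in the same order. The mesenchyme development set drawn in Fig. 3E is not listed in the paper's text, so 25 genes that the paper names as mesenchymal were tested as a list. Of the 21 that passed the filter, 19 had a negative and 2 a positive log2 fold change, and 17 of the negative and both of the positive were called, 19 in all. The count was also 19 when the adjustment covered the 21 genes alone. Their median log2 fold change was -2.69 (adjusted p = 3.40e-13 from limma's camera, two-sided, Benjamini-Hochberg over 4 lists, and 3.02e-13 with the replicate block), and none of 10000 random lists matched on mean expression had a median as low. The choice that moved this result most was the inter-gene correlation, as estimating it from these libraries (0.192, in place of 0.01) gave an adjusted p = 0.130 in limma's camera, which then uses the 2 residual degrees of freedom of the fit. The 17 TFs of Fig. 4A are among the 25 genes. The paper selected them because they rose from pluripotency to mesoderm and fell with IWP2. The 7 tested genes outside that screen had a median log2 fold change of -0.49 (adjusted p = 0.0993 from limma's camera, and 0.0858 with the replicate block). Their median lay above that of 0.16% of the 10000 random lists, a placement that describes these libraries only. *ZEB1*, named in the paper's Discussion, was not on the list and had a log2 fold change of -1.15 (adjusted p = 0.0381 from limma). With *ZEB1* added, a setting chosen after the data were seen, the 8 genes had a median of -0.82 (adjusted p = 0.0429 from limma's camera). Among these 7 genes, *HAND1* also fell, with a log2 fold change of -1.32 (adjusted p = 0.00836 from limma), whereas *MSX2* and *TWIST1*, at -0.12 and -0.49, were not called. *FOXD1*, also outside the screen, did not pass the filter and was at 0.643 ± 0.251 FPKM (SD, n = 2) with DMSO and 0.405 ± 0.00731 (SD, n = 2) with IWP2. *FN1* and *OVOL2* were higher with IWP2. *FN1* (chromosome 2, 215360440 to 215436172) rose from 194 ± 58.0 to 782 ± 17.4 FPKM, a log2 fold change of 2.04 (standard error 0.20, adjusted p = 0.00377 from limma), and *OVOL2* rose from 3.50 ± 1.18 to 9.38 ± 1.57 FPKM, a log2 fold change of 1.22 (standard error 0.22, adjusted p = 0.0219 from limma). Without the filter on low values, neither *HAND1*, *FN1* nor *OVOL2* was called, with adjusted p-values from limma of 0.0954, 0.0741 and 0.136.

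**Figure D1:**
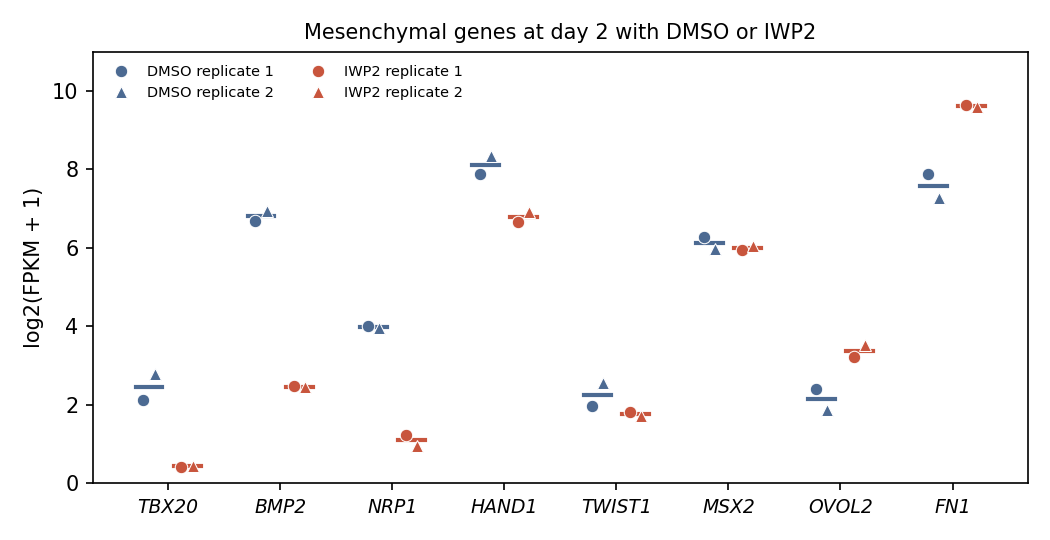
Expression of mesenchymal genes at day 2 of differentiation, as log2(FPKM + 1) on the vertical axis, with a point for each library (circles, replicate 1; triangles, replicate 2) and a bar at the mean of the 2 libraries of a group. The IWP2 means of TBX20, BMP2, NRP1 and HAND1 lie below the DMSO means, with log2 fold changes of -2.02, -4.34, -2.88 and -1.32, and those of OVOL2 and FN1 lie above by 1.22 and 2.04.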

Consistent with the cellular behaviors, IWP2 or XAV939 significantly reduced the expression of mesenchymal genes in hPSCs induced to undergo hematopoietic differentiation, as revealed by qRT‐PCR and gene expression profiling analyses (Figure 3D,E). The impact of Wnt signaling inhibition on hPSC differentiation was profound: IWP2 or XAV939 treatment abrogated mesoderm induction and hematopoietic differentiation toward CD43^+^ and CD45^+^ HPCs (Figure 3F,G; and Figure S3B–D, Supporting Information).

To further test the role of Wnt signaling in mesenchymal gene expression and hematopoietic differentiation, we utilized the Wnt pathway activators CHIR99021 and BIO.^[^ ^33^, ^35^ ^]^ CHIR99021 or BIO treatment upregulated expression of mesenchymal genes (*TBX20*, *BMP2*, and *NRP1*) (Figure 3H). Wnt activation also increased generation of CD43^+^ and CD45^+^ HPCs (Figure 3I; and Figure S3E, Supporting Information). Thus, when activated or inhibited, Wnt signaling, profoundly impacts mesenchymal gene expression, mesoderm induction, and hematopoietic differentiation.

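At day 2, IWP2 changed the expression of 2316 of the 14278 genes tested (limma, adjusted p-value under 0.05), of which 1032 were higher and 1284 lower than with DMSO. The direction of the majority depended on scaling, with 1231 higher and 1126 lower after median scaling and 1204 higher and 1154 lower after quantile normalization. Of the 2316 genes, 436 were higher and 629 lower by more than 2-fold on the log2(FPKM + 1) scale. These counts were 487 and 572 after median scaling, and 487 and 570 after quantile normalization. The count of changed genes was 2238 with the replicate number as a block. It was 1887 with the numbers of the IWP2 libraries crossed, a setting chosen after the data were seen. Testing every gene above 0 in any library, with no filter on low values, moved the count most, to 381 genes. Canonical Wnt target genes, listed before the data were examined, had a median log2 fold change of -1.46 over 14 genes, 12 of them lower with IWP2 (adjusted p = 2.71e-08 from limma's camera, Benjamini-Hochberg over 9 marker sets, and 9.26e-08 with the replicate block). *AXIN2* (GRCh38 chromosome 17, 65528563 to 65561647), which shares 25.2% of its exon bases with another annotated gene on its strand, fell from 14.7 ± 0.768 (SD, n = 2) to 6.01 ± 0.615 FPKM (SD, n = 2), a log2 fold change of -1.16 (standard error 0.12, adjusted p = 0.00440 from limma). Without the filter, its adjusted p-value from limma was 0.0554. Genes of the primitive streak and early mesoderm fell further, with a median log2 fold change of -3.51 over the 16 of 18 listed genes that passed the filter, 15 of which were called lower (adjusted p = 2.48e-15 from limma's camera, and 5.39e-15 with the replicate block). With the inter-gene correlation estimated from these libraries, a setting applied to the marker sets after the data were seen, neither set passed the threshold (adjusted p = 0.105 from limma's camera for both). The primitive streak list includes *EOMES*, one of the 17 TFs of Fig. 4A, which the paper selected in part for their decrease with IWP2. No test of this list without those TFs was made. *MIXL1*, which is not among those TFs, fell from 298 ± 28.2 to 23.6 ± 2.61 FPKM. *APLNR* (chromosome 11, 57233577 to 57237314), whose product marks the mesoderm cells counted in the paper, fell from 446 ± 93.6 to 2.68 ± 0.412 FPKM, a log2 fold change of -6.91 (standard error 0.17, adjusted p = 0.000152 from limma). The gene listed as *T*, which encodes Brachyury, fell less, from 20.0 ± 2.22 to 9.91 ± 0.711 FPKM. The decrease of *APLNR* was the largest among called genes on the log2(FPKM + 1) scale, followed by *GRP* (-6.69), but not with a pseudocount of 0.1, where *AL139099.5* (-8.56), *GRP* (-7.94) and *MESP1* (-7.88) had larger decreases than *APLNR* (-7.32). The longest transcript of *AL139099.5* has only 300 bases, and its IWP2 values, 0.0456 and 0.0183 FPKM, lie near the floor. Its decrease could therefore be a failed estimate of a short transcript. The paper bases its statement on mesenchymal gene expression with the inhibitors and with CHIR99021 or BIO, and on separate assays of mesoderm induction and of hematopoietic cells, which are not analysed here.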

Interestingly, in addition to Wnt signaling, TGF‐*β* signaling‐related genes also showed enrichment in mesoderm cells in comparison to pluripotent stem cells (Figure 3A). Because TGF‐*β* signaling has been described as an important regulator of EMT,^[^ ^25^ ^]^ we assessed whether there was a potential link between Wnt and TGF‐*β* signaling during mesoderm induction. To address this, we utilized phosphorylated of SMAD2/3 and the nuclear accumulation of *β*‐catenin as the readouts for TGF‐*β* signaling and Wnt signaling activation, respectively.^[^ ^36^, ^37^ ^]^ Disruption of Wnt signaling with the specific inhibitor IWP2 led to a significant decrease of phosphorylated SMAD2/3 (Figure S3F, Supporting Information). Furthermore, the expression of *LEFTY1*, a downstream target gene of SMAD2/3,^[^ ^38^ ^]^ was also profoundly suppressed by IWP2 treatment (Figure S3G, Supporting Information). Treatment of a TGF‐*β* signaling inhibitor, Repsox, caused the decrease of nuclear *β*‐catenin in differentiated hESCs (Figure S3H, Supporting Information), while Repsox treatments also markedly suppressed the expression of *AXIN2*, a downstream target gene of Wnt signaling^[^ ^37^ ^]^ (Figure S3I, Supporting Information). These results suggest that there is a crosstalk between Wnt and TGF‐*β* signaling during the early window of hematopoietic differentiation of hPSCs.

### 2.4 Identification of Potential Cell Fate‐Controlling Mesenchymal Genes

After revealing the role of Wnt signaling in the pluripotency to mesoderm transition and concomitant changes in mesenchymal gene expression when Wnt signaling activity was inhibited, we asked whether there were transcription factors (TFs) among the mesenchymal genes that may serve as critical regulators of the fate switch. We enriched significantly upregulated (fold>4) TFs during pluripotency to mesoderm transition, revealing 26 TFs (**Figure** **4**A; and Figure S4A, Supporting Information). 

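Fig. 4A names 17 mesenchymal TFs that fell with IWP2 by a log2 value of more than 2. From the mean FPKM of each group plus a pseudocount of 1, 13 of the 17 had a log2 ratio of IWP2 to DMSO below -2. The other 4 were *FOXC1* at -1.88, *ZFPM2* at -0.71, *TBX2* at -0.38 and *OSR1* at -0.16. The last 3 did not reach an FPKM of 1 in 2 libraries and were left out of the limma fit with the filter. *ZFPM2* was at 0.971 ± 0.217 FPKM (SD, n = 2) with DMSO and 0.201 ± 0.0283 (SD, n = 2) with IWP2, *TBX2* at 0.344 ± 0.0495 and 0.0351 ± 0.0134, and *OSR1* at 0.156 ± 0.110 and 0.0373 ± 0.0140. Each of the 14 tested TFs was called lower, with adjusted p-values from limma between 0.000152 (*EOMES*) and 0.00705 (*TBX20*). *LEF1*, *FOXF1*, *NKX2-5* and *HAND2* had log2 fold changes of -3.14, -3.61, -2.45 and -2.13. Without the filter on low values, 4 of the 14 lost their calls, *ZEB2*, *NKX2-5*, *TBX20* and *HAND2*, with adjusted p-values from limma of 0.0741, 0.0718, 0.0837 and 0.0514, and *ZFPM2*, *TBX2* and *OSR1*, which enter that fit, were not called (0.103, 0.0753 and 0.444). The pseudocount decided the count for low genes, since 14 TFs lay below -2 with a pseudocount of 0.1, 16 with 0.01 and 17 with none, the last chosen after the data were seen. With libraries paired by replicate number as a block, 12 TFs had both paired differences below -2. The remaining TF of the IWP2 screen is not named in the paper's text and is not analysed here.

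**Figure D2:**
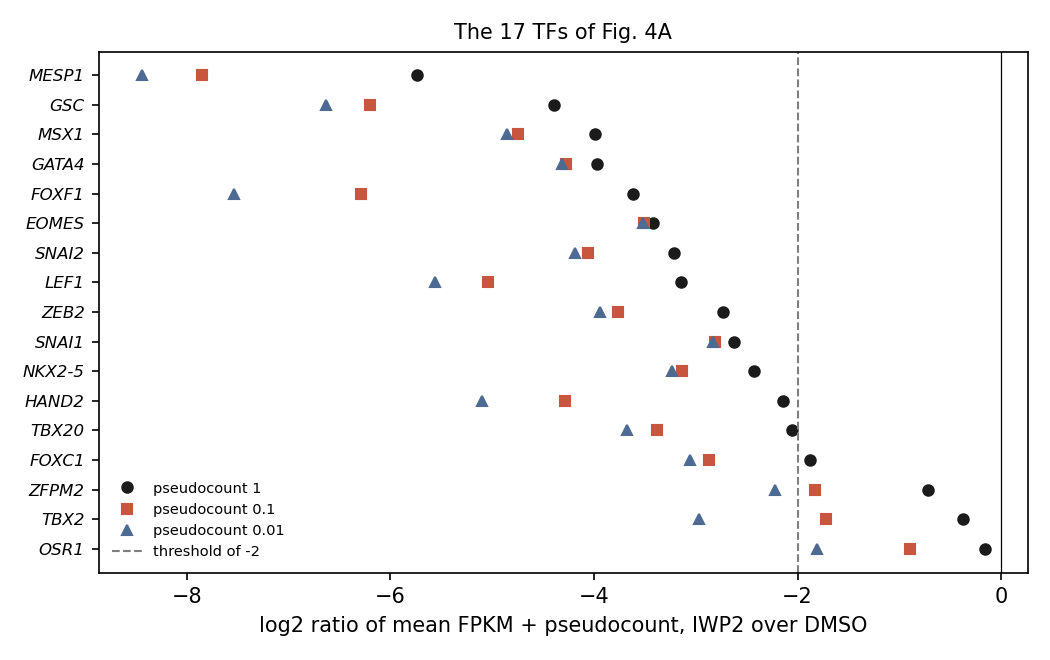
Log2 ratio of IWP2 to DMSO for each of the 17 TFs of Fig. 4A (vertical axis), computed from mean FPKM plus a pseudocount of 1 (circles), 0.1 (squares) or 0.01 (triangles), with a dashed line at -2. With a pseudocount of 1, 13 TFs lie to the left of the line, and with 0.01 OSR1 alone stays to its right, at -1.81.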

We screened significantly downregulated TFs after IWP2 treatment, revealing 18 (Figure S4B, Supporting Information). We found 17 overlapping TFs between the two sets of analyses (Figure 4A), among which several (*EOMES*, *MESP1*, *GATA4*, and *GSC*) have well‐established functions in hPSC early differentiation,^[^ ^39^, ^40^, ^41^, ^42^ ^]^ thus validating our strategy.

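*MESP1* (GRCh38 chromosome 15, 89748661 to 89751310) had the largest decrease among the 17 TFs, from 61.1 ± 19.1 FPKM (SD, n = 2) with DMSO to 0.165 ± 0.111 (SD, n = 2) with IWP2, a log2 fold change of -5.70 (standard error 0.23, adjusted p = 0.000315 from limma). *GSC* (chromosome 14, 94768216 to 94770230) fell from 25.1 ± 8.96 to 0.243 ± 0.177 FPKM, with a log2 fold change of -4.36 (standard error 0.27, adjusted p = 0.000897 from limma). *GATA4* (chromosome 8, 11676959 to 11760002) fell from 69.4 ± 9.61 to 3.47 ± 0.0920 FPKM, with a log2 fold change of -3.97 (standard error 0.13, adjusted p = 0.000193 from limma). *EOMES* (chromosome 3, 27715949 to 27722711) had the highest expression of the 4 in both groups, 145 ± 10.4 FPKM with DMSO and 12.7 ± 0.156 with IWP2, and a log2 fold change of -3.41 (standard error 0.091). For each of the 4 genes the difference exceeded the spread between replicates, and with the replicate number as a block the adjusted p-values from limma were 0.000537, 0.000537, 0.000302 and 0.000302 in the order given. No annotated exon of another gene overlaps the exons of these genes.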

**Figure 4:**
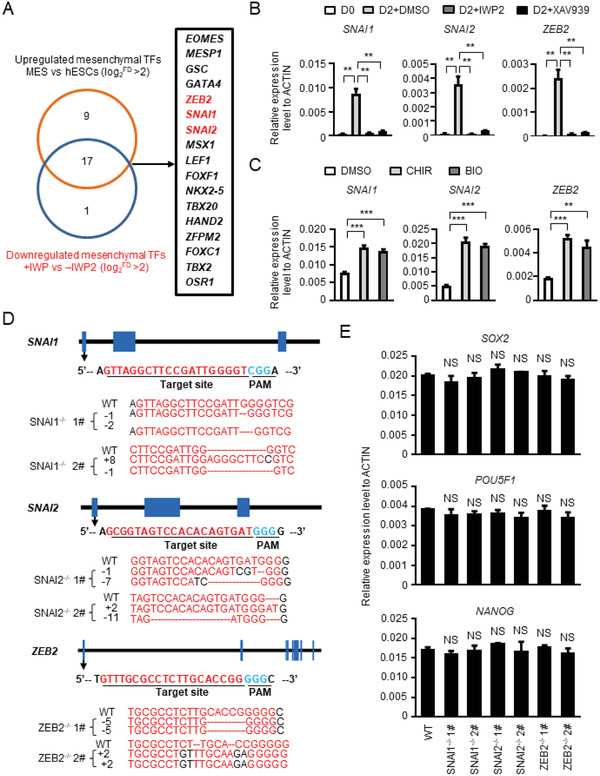
Identification of potential cell fate‐controlling mesenchymal genes. A) The screening strategy for identifying potential cell fate‐controlling mesenchymal genes. B) The expression of *SNAI1, SNAI2*, and *ZEB2* with or without Wnt signaling inhibitor treatment detected with real‐time PCR. C) The expression of *SNAI1, SNAI2, and ZEB2* with or without Wnt signaling activator treatment detected with real‐time PCR. D) Schematic overview of the sgRNA design and the sequence of the targeted sites of *SNAI1* (top), *SNAI2* (middle), and *ZEB2* (bottom). The sgRNA sequences were labeled in red, and the PAM sequences were labeled in blue. E) The expression of representative pluripotency‐maintenance genes *SOX2*, *POU5F1*, and *NANOG* in undifferentiated WT and SNAI1^−/−^, SNAI2^−/−^, ZEB2^−/−^ hESCs analyzed with real‐time PCR. NS, not significant, **P < 0.01 and ***P < 0.001.

*SNAI1*, *SNAI2*, and *ZEB2*, three core EMT transcriptional factors (EMT–TFs),^[^ ^43^ ^]^ were subjected to functional analyses (Figure 4A). 

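In the same libraries, *SNAI1* (GRCh38 chromosome 20, 49982999 to 49988886) had 39.1 ± 6.16 FPKM (SD, n = 2) with DMSO and 5.49 ± 0.313 (SD, n = 2) with IWP2, a log2 fold change of -2.62 (standard error 0.14, adjusted p = 0.000591 from limma). *SNAI2* (chromosome 8, 48917768 to 48921740 in the deposited table, a locus that differs from that of GENCODE release 29) had 16.7 ± 3.26 FPKM with DMSO and 0.908 ± 0.164 with IWP2, a log2 fold change of -3.20 (standard error 0.18, adjusted p = 0.000667 from limma). *ZEB2* (chromosome 2, 144364364 to 144524583) had 9.86 ± 3.95 FPKM with DMSO and 0.631 ± 0.138 with IWP2, a log2 fold change of -2.69 (standard error 0.27, adjusted p = 0.00399 from limma). An antisense gene shares 5.2% of the exon bases of *ZEB2*, and whether the authors' counting used the strand is not stated. With the replicate number as a block, the adjusted p-values from limma were 0.000727 for *SNAI1*, 0.000776 for *SNAI2* and 0.00286 for *ZEB2*. Without the filter on low values, *ZEB2* was no longer called (adjusted p = 0.0741 from limma). *SNAI1* kept the highest expression of the 3 genes with IWP2.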

As expected, their expression was elevated when Wnt signaling was activated in hPSCs undergoing hematopoietic differentiation and attenuated when Wnt signaling was inhibited (Figure 4B,C). We established knockout cell lines using the CRISPR/Cas9 technology as described.^[^ ^26^ ^]^ Two knock‐out cell lines for *SNAI*, *SNAI2*, and *ZEB2* were established, and the deletion‐ or insertion‐frameshift was confirmed by sequencing (Figure 4D). These gene knockout cell lines can be cultured under pluripotency‐maintaining conditions with minimal impact on pluripotency marker expression (Figure 4E; and Figure S4C, Supporting Information) and are therefore suited for dissecting hPSC differentiation mechanisms.

### 2.5 SNAI1 is Critical for Mesoderm Induction and HPC Generation

To reveal the critical mesenchymal gene for mesoderm induction and HPC generation, we tested the function of the three TFs. Deletion of SNAI1, but not SNAI2 or ZEB2, prevented hPSCs from acquiring morphologies indicative of differentiation and promoted maintenance of cells in intact colonies, which contrasted with wild‐type cells induced to undergo differentiation (**Figure** **5**A). Consistent with these morphological responses, the deletion of SNAI1, but not SNAI2 or ZEB2, inhibited *TBX20*, *BMP2*, and *NRP1* upregulation (Figure 5B). Chromatin immunoprecipitation‐quantitative polymerase chain reaction (ChIP‐qPCR) analysis revealed that SNAIL1 could bind directly to the promoter of these mesenchymal genes (Figure 5C). RNA‐seq analysis showed that SNAI1 deletion reduced the expression of mesenchymal genes (Figure 5D). Furthermore, SNAI1 deletion reduced the number of APLNR^+^ mesoderm cells. By contrast, SNAI2 or ZEB2 deletion did not affect APLNR^+^ cell generation (Figure 5E; and Figure S5A, Supporting Information).

**Figure 5:**
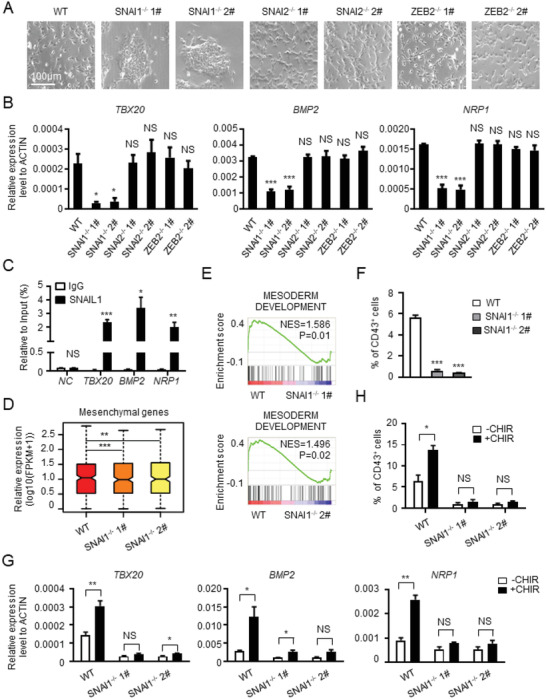
SNAI1 is critical for mesoderm induction and HPC generation. A) The morphology of cells derived from WT and SNAI1^−/−^, SNAI2^−/−^, ZEB2^−/−^ hESCs at day 2 of hematopoietic differentiation. B) The expression of representative mesenchymal genes in the cells derived from WT and SNAI1^−/−^, SNAI2^−/−^, ZEB2^−/−^ hESCs at day 2 of hematopoietic differentiation. C) ChIP‐qPCR analysis of the occupancy of SNAIL1 at the promoter region of *TBX20*, *BMP2*, and *NRP1*. D) The box plot showing the expression of mesenchymal genes in the cells derived from WT and SNAI1^−/−^ hESCs at day 2 of hematopoietic differentiation. E) Comparison of “mesoderm development”‐associated gene expression between the cells differentiated from WT and SNAI1^−/−^ hESCs at day 2 of hematopoietic differentiation. F) The percentage of CD43^+^ HPCs derived from WT and SNAI1^−/−^ hESCs. G) The relative mRNA expression level of representative mesenchymal genes in the cells derived from WT and SNAI1^−/−^ hESCs with or without CHIR treatment. H) The percentage of CD43^+^ HPCs derived from WT and SNAI1^−/−^ hESCs with or without CHIR treatment. NS, not significant, *P < 0.05, **P < 0.01, and ***P < 0.001.

We also explored the difference in temporal expression between these three transcription factors. Time‐course analysis of gene expression revealed a dramatic upregulation of *SNAI1* within 3 h of hematopoietic differentiation, clearly preceding and higher than *SNAI2* and *ZEB2* expression (Figure S5B, Supporting Information). In addition, SNAI1 deletion significantly repressed the expression of *SNAI2* and *ZEB2* (Figure S5C, Supporting Information). Subsequent ChIP‐qPCR analysis showed that SNAIL1 bound directly to the promoter of *SNAI2* and *ZEB2* (Figure S5D, Supporting Information). In contrast, SNAI2 deletion did not alter the expression of *SNAI1* and *ZEB2*, while ZEB2 deletion also had minimal effects on the expression of *SNAI1* and *SNAI2* (Figure S5E,F, Supporting Information). Thus, SNAI1 deletion suppresses mesenchymal gene expression and impairs mesoderm induction. Thus, SNAI1 acts as the most pivotal gene, and there are no redundant functions among the three genes during the hematopoietic differentiation. In addition to mesoderm induction, we analyzed endothelial and hematopoietic differentiation of SNAI1‐deleted cells. Consistent with the inhibition of mesoderm induction, SNAI1 deletion reduced the generation of CD31^+^CD34^+^ HEPs and CD43^+^ HPCs (Figure 5F; and Figure S5G,H, Supporting Information).

We found earlier that Wnt signaling activation was essential for mesenchymal gene expression, mesoderm induction, and HPC differentiation (Figure 3E–G; and Figure S3C, Supporting Information). Because cells with SNAI1 deletion phenocopied those in which Wnt signaling was inhibited, we tested whether SNAI1 was an effector of Wnt signaling. By using CHIR99021 to activate Wnt signaling in SNAI1‐deleted cells, we quantified the impact on mesenchymal gene expression and cellular differentiation. We found that SNAI1 deletion markedly abrogated CHIR99021‐dependent upregulation of *TBX20*, *BMP2*, and *NRP1* (Figure 5G). No difference was detected in the subsequent generation of CD43^+^ cells in SNAI1‐deleted cells with or without CHIR99021 treatment (Figure 5H). Thus, the genomic and functional analyses identified SNAI1 as a mesenchymal gene essential for the pluripotency to mesoderm transition. Furthermore, SNAIL1 is a key downstream effector that mediates the function of Wnt signaling during this process.

### 2.6 The Suppressive Role of TGF‐*β* Signaling in Downregulation of Mesenchymal Genes and EHT

The expression pattern of mesenchymal genes was transient during hPSC hematopoietic differentiation; it was elevated during the pluripotency to mesoderm transition and attenuated upon HEP differentiation to HPCs. Because Wnt signaling and its downstream effector SNAI1 were essential for the upregulation of the mesenchymal gene (Figures 3D,E and 5B–D), we tested how mesenchymal genes were downregulated during the HEP–HPC switch and whether their downregulation was essential for the endothelial to EHT. We conducted IPA with RNA‐seq data from cells undergoing EHT, which revealed that TGF‐*β* signaling and endocannabinoid developing signaling are the top enriched responses (**Figure** **6**A). GSEA also demonstrated that the difference in gene expression associated with TGF‐*β* and endocannabinoid developing signaling is statistically significant between HEPs and HPCs (Figure 6B). The gene expression difference occurred in vivo (Figure S6A,B, Supporting Information).

**Figure 6:**
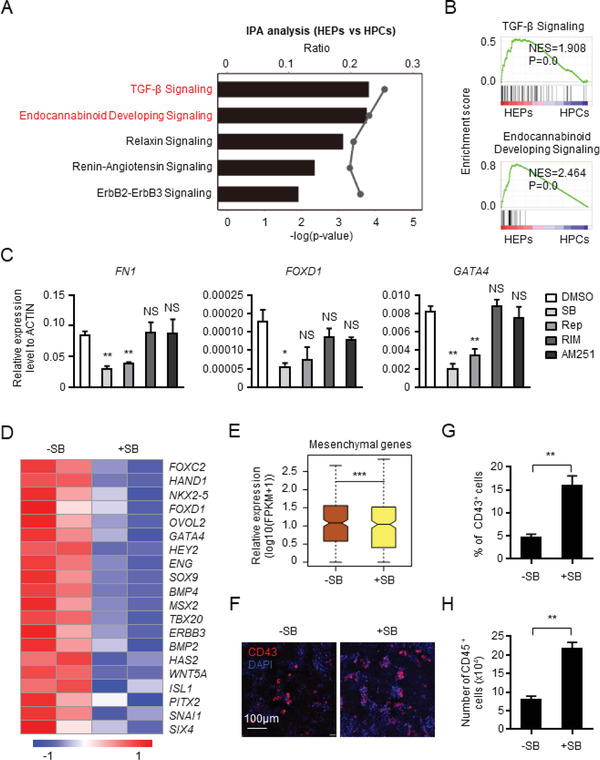
The suppressive role of TGF‐*β* signaling in downregulation of mesenchymal genes and EHT. A) IPA showing the potential signaling pathways controlling transition from HEPs to HPCs. B) Comparison of “TGF‐*β* signaling” and “Endocannabinoid developing signaling”‐associated gene expression between HEPs and HPCs. C) The relative mRNA expression level of representative mesenchymal genes with or without the treatment of SB431542 (SB) and Repsox (Rep), the chemical inhibitors of TGF‐*β* signaling, or Rimonabant (RIM) and AM251, inhibitors of endocannabinoid developing signaling. D) The heatmap showing the expression of mesenchymal genes in the CD31^+^ cells with or without SB treatment. E) The box plot showing the expression of mesenchymal genes in the CD31^+^ cells with or without SB treatment. F) The immunofluorescence of CD43^+^ HPCs with or without SB treatment. G,H) The percentage of CD43^+^ HPCs (G) and the number of CD45^+^ HPCs (H) with or without SB treatment. NS, not significant, *P < 0.05, **P < 0.01, and ***P < 0.001.

To determine whether TGF‐*β* signaling and/or endocannabinoid signaling were functional, we assessed whether TGF‐*β* signaling inhibitors SB431542 and Repsox^[^ ^22^, ^44^ ^]^ or endocannabinoid signaling inhibitors (Rimonabant and AM251) impacted mesenchymal gene expression and EHT^[^ ^45^, ^46^ ^]^ (Figure S6C, Supporting Information). TGF‐*β* signaling inhibitors suppressed *FN1*, *FOXD1*, and *GATA4* expression (Figure 6C), while inhibition of endocannabinoid developing signaling had no effect (Figure 6C). We conducted RNA‐seq analysis to determine the impact of TGF‐*β* signaling inhibition and found that SB431542 reduced the expression of mesenchymal genes (Figure 6D,E) and elevated CD43^+^ and CD45^+^ HPC generation (Figure 6F–H; and Figure S6D, Supporting Information). Inhibition of endocannabinoid signaling did not affect CD43^+^ cell generation (Figure S6E, Supporting Information). Thus, inhibition of TGF‐*β* signaling augments the downregulation of mesenchymal genes and therefore facilitates hematopoietic differentiation from endothelial cells.

### 2.7 HAND1 Mediates the Suppressive Function of TGF‐*β* Signaling in EHT

How does TGF‐*β* signaling regulate mesenchymal gene expression and EHT? We applied a similar screening strategy as described earlier for the identification of SNAI1. We overlapped the significantly downregulated TFs (fold>2) during MES and HEP to HPC transition with TFs downregulated upon SB431542 treatment, which revealed five candidate TFs (*HAND1*, *MSX2*, *GATA4*, *EOMES*, and *OVOL2*) (**Figure** **7**A). Among those, a rapid and substantial decrease in expression was confirmed for *HAND1*, *MSX2*, and *GATA4* during the HEP to HPC transition (Figure 7B; and Figure S7A, Supporting Information).

**Figure 7:**
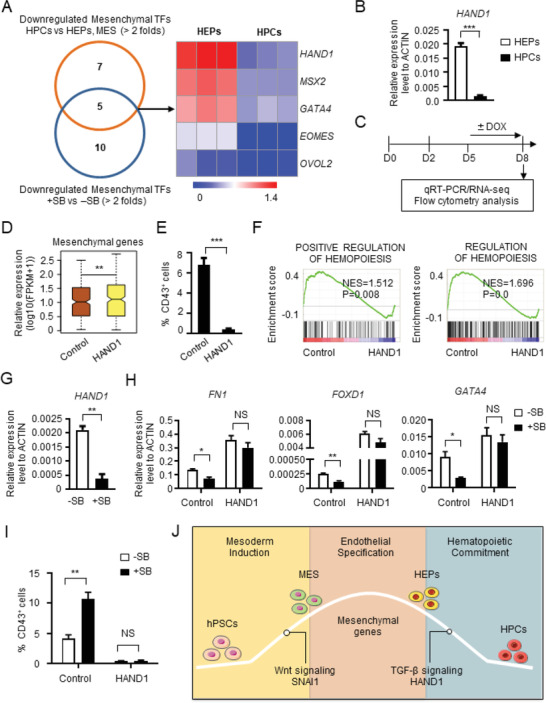
HAND1 mediates the suppressive function of TGF‐*β* signaling in EHT. A) The screening strategy for identifying potential mesenchymal genes regulating the transition from HEPs to HPCs. B) The relative expression level of *HAND1* between HEPs and HPCs. C) The strategy of assessing the expression of mesenchymal genes and the hematopoietic potential with or without HAND1 overexpression. D) The box plot showing the expression level of mesenchymal genes in the CD31^+^ cells with or without *HAND1* overexpression. E) The percentage of CD43^+^ HPCs with or without HAND1 overexpression detected by flow cytometry. F) Comparison of “Positive regulation of hemotopoiesis” and “Regulation of hemotopoiesis” in the CD31^+^ cells with or without HAND1 overexpression. G) The relative expression level of *HAND1* in the CD31^+^ cells with or without SB431542 (SB) treatment detected with real‐time PCR. H) The relative expression level of representative mesenchymal genes in the CD31^+^ cells derived from Control and HAND1 overexpressed hESCs with or without SB treatment detected with real‐time PCR. I) The percentage of CD43^+^ HPCs derived from Control and HAND1 overexpressed hESCs with or without SB treatment analyzed with flow cytometry. J) A working model for the expression pattern, regulation and function of mesenchymal genes during hematopoietic differentiation of hPSCs. NS, not significant, *P < 0.05, **P < 0.01 and ***P < 0.001.

Because HAND1 ranked at the top of the list, we tested whether it is uniquely important. We ectopically expressed HAND1 prior to the HEP to HPC transition and tested its impact on mesenchymal gene expression and hematopoietic differentiation (Figure 7C). This analysis revealed that HAND1 overexpression sufficed to elevate the expression of mesenchymal genes (*FN1*, *FOXD1*, and *GATA4*) (Figure 7D; and Figure S7B, Supporting Information), and there was a direct binding of HAND1 to the promoter region of these mesenchymal genes (Figure S7C, Supporting Information). Consistently, CD43^+^ HPC generation was significantly reduced after HAND1 overexpression during the EHT process (Figure 7E; and Figure S7D, Supporting Information). Experiments with RNA profiling confirmed the expression of hematopoiesis‐associated genes was severely reduced upon HAND1 overexpression (Figure 7F; and Figure S7E, Supporting Information). Thus, HAND1 functions as an essential mesenchymal gene that needs to be downregulated during the HEP to HPC switch. Sustained expression of HAND1 prevented HPC generation from HEPs.

We next tested whether there is a link between TGF‐*β* signaling and HAND1 function. After TGF‐*β* signaling was inhibited with SB431542, HAND1 was significantly downregulated (Figure 7G). By contrast, after HAND1 overexpression, SB431542 failed to suppress the expression of *FN1*, *FOXD1*, and *GATA4* (Figure 7H). When HAND1 was overexpressed, inhibition of TGF‐*β* signaling no longer augmented CD43^+^ HPC generation in comparison with wild‐type cells without HAND1 overexpression (Figure 7I). Thus, HAND1 functions as a downstream signaling effector of TGF‐*β* signaling to prevent the downregulation of mesenchymal genes and EHT.

## 3 Discussion

In this study, we described a biphasic expression pattern of mesenchymal genes during human hematopoiesis from hPSCs. The expression of mesenchymal genes is upregulated from pluripotency to mesoderm, sustained at the HE stages, and attenuated during HEP differentiation to HPCs. A similar expression pattern of mesenchymal genes was also observed during human and murine early hematopoietic development in vivo. Mechanistically, Wnt signaling triggers expression of SNAI1 and other mesenchymal genes and induces differentiation of pluripotent stem cells definition throughout to mesoderm and subsequently to HPCs (Figure 7J). Moreover, suppression of mesenchymal gene expression is required for the successful fate switch from HEPs to HPCs, and this is accomplished via inhibition of TGF‐*β* signaling and downregulation of HAND1, a mesenchymal gene downstream of TGF‐*β* (Figure 7J). Our results revealed new insights into the mechanisms governing human hematopoiesis and may, therefore, facilitate the establishment of novel strategies for the efficient production of functional blood cells from hPSCs for regenerative medicine.

A sequential EMT–MET process occurs and plays a critical role during the processes of embryonic development, tumorigenesis, cellular programming, and reprogramming.^[^ ^4^, ^5^, ^47^ ^]^ However, whether a similar mechanism underlines hematopoietic development remains unknown. Here, we demonstrated that typical EMT exists during the fate switch from pluripotency to mesoderm during human hematopoiesis. However, in the subsequent differentiation stages (i.e., from mesoderm to HEPs and HEPs to HPCs), MET is not detected, unlike many other developmental and disease models, such as the differentiation of hESCs toward hepatocytes, a type of epithelial cells.^[^ ^44^ ^]^ In contrast, biphasic activation of mesenchymal genes was also observed during early hematopoietic development in vitro and in vivo. Thus, these results imply that biphasic regulation of mesenchymal gene expression, rather than a sequential EMT–MET, is essential for the fate switches during human hematopoiesis. To our knowledge, this is the first comprehensive study that elucidates the role of EMT–MET in human hematopoiesis at the transcriptome level. These findings provide novel and important insights for the understanding of the dynamic changes of mesenchymal genes during hematopoietic fate decisions. Notably, we found that some mesenchymal genes, such as *TWIST1* and *ZEB2*, remain highly expressed at the HPC stage, consistent with their established critical roles in the generation and differentiation of embryonic hematopoietic stem/progenitor cells.^[^ ^11^, ^14^, ^15^ ^]^

We found that inactivation of Wnt signaling or deletion of SNAI1 in hPSCs severely impairs the derivation of mesoderm cells, consistent with prior observations.^[^ ^19^, ^20^, ^21^, ^48^, ^49^ ^]^ However, little is known about whether and how Wnt signaling or SNAI1 regulates the expression of other mesenchymal genes. We demonstrated that inactivation of Wnt signaling attenuates the expression of a large group of mesenchymal genes. Thus, it is tempting to propose that regulation of mesenchymal genes expression serves as one of the essential functions of Wnt signaling. In this study, we find that three core EMT–TFs, SNAI1, SNAI2, and ZEB2, are upregulated during mesoderm induction and regulated by Wnt signaling. There are no redundant functions among these EMT–TFs during hematopoietic differentiation. This observation is consistent with distinct and nonredundant functions of core EMT–TFs in a context‐dependent manner.^[^ ^43^ ^]^ For example, knockout of SNAI1, but not SNAI2, ZEB1, and ZEB2, impairs the differentiation of hESCs toward hepatocytes.^[^ ^44^ ^]^ In addition, we present evidence that SNAIL1 controls the expression of multiple mesenchymal genes, including the other core EMT–TFs, by directly binding to the promoter region of these genes, implying that SNAI1 acts at a higher position of the signaling hierarchy and might mediate the expression of other mesenchymal genes during the hematopoietic differentiation of hPSCs.

EHT serves as a vital process for the initiation of hematopoiesis and is under precise regulation. In this study, we discovered that the downregulation of mesenchymal genes induced by inhibition of TGF‐*β* signaling is critical for the HEP to HPC transition. Although the suppressive role of TGF‐*β* signaling in EHT has been documented,^[^ ^22^, ^23^, ^24^ ^]^ little is known about how TGF‐*β* signaling exerts its function. We found that TGF‐*β* regulation of the expression of mesenchymal genes plays a pivotal role in this process. Furthermore, we identified HAND1 as a key mesenchymal gene mediating the suppressive role of TGF‐*β* signaling, and its downregulation facilitates HPC generation from HEPs. Our findings unveil a novel function of HAND1 in EHT and establish a link between HAND1 and TGF‐*β* signaling during human early hematopoietic development. A more comprehensive understanding of the detailed mechanisms underlying mesenchymal gene regulation by upstream signaling pathways and mutual regulation among mesenchymal genes during early human hematopoiesis awaits future experimentation.

## 4 Conclusion

In summary, we observe, for the first time, biphasic activation of mesenchymal genes during hematopoietic differentiation of hPSCs. This pattern occurs during human and murine hematopoietic development in vivo. At the mechanistic level, Wnt signaling and its downstream SNAI1 mediate the up‐regulation of mesenchymal genes and initiation of mesoderm induction from pluripotency, while inhibition of TGF‐*β* signaling and downregulation of HAND1 are required for the generation of HPCs from HEPs. Our discoveries revealed new insights into the molecular basis underlying early human hematopoietic development and should benefit the production of HSCs and functional blood cells from hPSCs for clinical applications.

## 5 Experimental Section

##### Cell Line and Cell Culture

H1 hESCs (WiCell Research Institute, Madison, WI) and BC1 hiPSCs (kindly provided by Linzhao Cheng, Johns Hopkins University) were maintained on Matrigel‐coated 12‐well‐plate and fresh mTeSR medium was changed every day. Every 3–4 days, cells were dissociated by Dispase (2 U mL^−1^) and passaged at the dilution of 1:4.

##### Hematopoietic Differentiation

H1 and BC1 were induced into hematopoietic differentiation using the chemical defined system. And Custom TeSR supplemented with 1% penicillin/streptomycin and 0.05% plasmocin were used as hematopoietic differentiation medium. For the start, cells were digested by Accutase and plated on Growth Factor Reduced Matrigel‐coated 12‐well‐plate at the density of 3–3.5 × 10^4^ cells per well. The next day, bone morphogenetic protein 4 (BMP4) (40 ng mL^−1^) and Activin A (50 ng mL^−1^) were added into the medium to induce mesoderm commitment. 48 h later, cells were fed with medium supplemented with vascular endothelial growth factor (40 ng mL^−1^) and basic fibroblast growth factor (50 ng mL^−1^), and the medium was changed every day for 5–6 days. For the further induction of CD45^+^ hematopoietic cells, differentiated cells at day 7–8 were harvested by Accutase and replated onto low‐attachment 24‐well‐plates at the density of 1 × 10^5^/well and fed with Custom TeSR supplemented with 1% insulin‐transferrin‐selenium, glutamax (1 × 10^−3^ m), 1% NEAA, 2% B27 (all from Gibco), monothioglycerol (0.1 × 10^−3^ m), interleukin‐3 (20 ng mL^−1^), stem cell factor (20 ng mL^−1^), thrombopoietin (50 ng mL^−1^). Fresh medium was changed every 2 days.

##### RNA‐Seq

RNA‐seq analysis was performed by BGI Company (BGI, Shenzhen, China) and Novogene Company (Tianjin, China). R language was used to generate Heatmap, box plot and violin plot. PCA was conducted on ClustVis website (http://biit.cs.ut.ee/clustvis/). GO was performed with the online tool (http://david.abcc.ncifcrf.gov/). IPA software was used for the canonical signaling pathway analysis. Functional gene sets were downloaded from the web (http://software.broadinstitute.org/gsea/index.jsp), and GSEA software was used to conduct enrichment analysis. The RNA‐seq data are available at Gene Expression Omnibus (GEO) website (Accession number: GSE134907, GSE134905, GSE134910, GSE134911, GSE134908, and GSE134906).

##### Single‐Cell RNA Sequencing

The raw data for Single Cell RNA Sequencing (SC RNA‐Seq) was obtained from the previously published manuscript.^[^ ^31^ ^]^ Epiblast, Mesoderm, Endothelium, Blood progenitors, and Embryonic blood were chosen as the target cell populations. Seurat (version 2.3.4)^[^ ^50^ ^]^ and Monocle2 packages^[^ ^51^ ^]^ were used to perform further analysis. Gene counts were log transformed and normalized by “Normalize Data” function from Seurat with default parameters. PCs 1–10 were used to perform dimensional reduction, the identification of cells were defined by previously described in the original article.^[^ ^31^ ^]^ Monocle2 was used to conduct pseudotime analysis with default parameters.

##### Statistical Analysis

At least three independent experiments were performed for each analysis, and the data were shown as the mean ± SD. The differences were analyzed with unpaired Student‐*t* test or paired Student‐*t* test using the GraphPad Prism software. Differences were considered statistically significant when *P* < 0.05. NS, not significant; *P < 0.05; ** *P* < 0.01; ***P < 0.001.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

H.W., M.W., and Y.W. contributed equally to this work. J.Z., L.S., T.C., and H.W. designed the study; H.W., M.W., Y.W., X.C., and P.S performed the functional experiments; C.X., Y.W., H.W., and D.W. performed the bioinformatics analysis with help from J.Z., L.S., T.C., and W.Z.; J.Z., L.S. and H.W. wrote the manuscript.

## Supporting information

Supporting Information Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

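RNA of H1 human embryonic stem cells was sequenced at day 2 of hematopoietic differentiation with DMSO (2 libraries) or IWP2 (2 libraries). The other experiments of the paper are not analysed here. Libraries were assigned to groups from the sample labels and the column names. The names of the DMSO columns show the group and a number, and were used as replicates of that group.

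The authors deposited FPKM values for 58365 rows, without removing genes with low values. The sequencing and its analysis were performed by BGI and Novogene, and the paper's text does not name the aligner, the quantification tool, the annotation or any scaling between libraries. The loci of 56554 rows equal those of GENCODE release 29 (GRCh38), and 58102 rows have an Ensembl identifier in that release. Coordinates are those of the deposited table, counted from 1. Where a symbol had several rows, the row with the highest mean was used.

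The depth was estimated from the FPKM steps of low genes with a single annotated transcript of over 2500 bases, within a range set by the most frequent step, and came to between 18900000 and 23400000 fragments per library. Transcript lengths were taken from GENCODE, so these depths are approximate, and no count test was run, since the values are not counts. The depth limits genes with FPKM values under about 0.1, where a value rests on few fragments.

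From the deposited FPKM, log2(FPKM + 1) was computed and tested with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with a mean-variance trend), over the 14278 genes with an FPKM of at least 1 in at least 2 libraries. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05. Gene lists were tested with limma's camera (two-sided, inter-gene correlation of 0.01), with Benjamini-Hochberg adjustment over 9 marker sets, over the 4 lists tested on their own (the paper-named mesenchymal genes, those outside the TF screen, the wider mesenchyme list and the epithelial genes), and over 3 lists made for single tests (YAP/TAZ targets, SMAD2/3 targets without LEFTY1, and the wider mesenchyme list without the screened TFs, the first and the last chosen after the results were seen). The adjustment over the 4 and the 3 lists was added after the unadjusted p-values were seen, and no list changed its side of 0.05 through it at the fixed correlation. With an estimated correlation, the wider mesenchyme list, with or without the screened TFs, lay under 0.05 before this adjustment and above it afterwards. The median of each list was also placed among 10000 random lists matched on mean expression in 20 bins, as a description of these libraries. The log2 ratio used for the TF screen was that of the group means of FPKM plus 1. Files were read with Python 3.11.15 and pandas 2.3.3, and the plots drawn with matplotlib 3.10.9.

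The designs, the marker lists other than the YAP/TAZ list, and most alternatives were set before the data were examined, apart from those named as chosen afterwards. The alternatives were pseudocounts of 0.1 and 0.01, no filter on low values, an FPKM of at least 1 in every library, median scaling, quantile normalization, a replicate block, limma without a trend, an estimated inter-gene correlation, and the omission of each library in turn. The pairing in the block fits comes from the replicate numbers in the labels and column names, and neither the labels nor the paper state that equal numbers share a culture. The genes named are the mesenchymal, epithelial, pluripotency, Wnt and SMAD2/3 genes listed from the paper beforehand, ZEB1, which the paper's Discussion names and which was left off that list, and the 5 genes with the largest increase and the 5 with the largest decrease (on the log2(FPKM + 1) scale) among called genes with a mean FPKM of at least 1 in the higher group and both IWP2 libraries on the same side of both DMSO libraries. Members of the marker lists that are named beside a list's result, and CYR61, were chosen after their values were seen.

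The model was tested on simulated data, drawn for 14278 genes with the means and replicate spread of the real genes and with 200 genes changed. The changed genes were drawn only from the more highly expressed genes, and the noise was independent between genes. Of the genes changed 4-fold, 91% were called, and of those changed 2-fold, 55%, while 5.81% of the calls were unchanged genes. These rates do not cover changed genes with low values, and far fewer genes changed than the 2316 called in the data. With 2 libraries per group, tests of other splits of the libraries and of single outlying libraries were not made.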

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

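Median scaling was among the alternatives set before the data were examined. Its use to test the increases below was chosen after they were seen. So were the tests of transcript length and GC content, those on FN1, SOX2, the DMSO libraries and short transcripts, and the YAP/TAZ set test. The tests of the epithelial and pluripotency sets were chosen before. The paper reports no IWP2 result for the genes and sets below, which are given because they stood above their DMSO level in the IWP2 libraries (for the sets, by their median). The mean depth of the groups differed 1.08-fold at most, which was tested as a source of the lower mesenchymal genes and applies to each result here.

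The 6 epithelial genes of Fig. 1G had a median log2 fold change of 1.03 with IWP2 (adjusted p = 9.76e-05 from limma's camera, and 6.45e-05 with the replicate block), but not a significant change with an estimated inter-gene correlation (adjusted p = 0.232), and each of the 6 was higher. CDH1 rose from 31.1 ± 2.04 to 122 ± 2.64 FPKM (SD, n = 2 each). The other called genes lay close to the threshold, with adjusted p-values from limma of 0.0308 for CLDN3, 0.0414 for CRB3, 0.0473 for EPCAM and 0.0497 for OCLN, and PKP3 was not called. The median was 1.09 after median scaling and 1.06 after regression on transcript length and GC content, so neither removed the increase. The regression explained only 0.300% of the variance of log2 fold changes, so it could change little. DMSO replicate 1 lay nearer to the IWP2 libraries than DMSO replicate 2. IWP2 RNA mixed into it would have to make up 37.6% of it (the median over the 6 genes). The difference in SOX2 between the DMSO libraries corresponds to only 0.055%, which goes against such mixing. A difference of DMSO replicate 1 along the IWP2 effect, described further below, remains possible and would make the increase smaller, not larger. A candidate explanation is that IWP2 held back the loss of epithelial genes that the paper describes from pluripotency onward, a hypothesis from bulk RNA that does not tell a change in every cell from a change in the share of cells.

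The pluripotency genes had a median log2 fold change of 0.85 over 13 tested genes, 9 of them higher (adjusted p = 0.000254 from limma's camera, 0.000181 with the replicate block and 0.124 with an estimated inter-gene correlation). The median was 0.91 after median scaling and 0.90 after regression on transcript length and GC content. SOX2 had a log2 fold change of 4.96, from 0.183 ± 0.0139 to 35.8 ± 0.334 FPKM (SD, n = 2 each; adjusted p = 0.000152 from limma). It stayed at 5.00 after median scaling and at 5.00 after the regression. This was the largest increase among called genes with a pseudocount of 1, but MTATP8P2 was slightly above SOX2 with 0.1 (7.00 against 6.99), and with 0.01 MTATP8P2 (10.3) and U3 (10.2) exceeded SOX2 (7.54). SOX2-OT, the gene whose intron holds SOX2, had a log2 fold change of 0.25 without the filter, smaller than that of SOX2. POU5F1 rose from 661 ± 127 to 1849 ± 7.53 FPKM, and is uncertain because pseudogenes resemble it. Without the filter on low values it was not called (adjusted p = 0.0718 from limma). NANOG was not called without the replicate block (log2 fold change 0.98, adjusted p = 0.155 from limma) and was called with it (0.0476). Over the 4 fits that each left out 1 library, its log2 fold change ranged from 0.39 to 1.58. TDGF1 went the other way, from 212 ± 13.0 to 101 ± 3.43 FPKM. That cells with IWP2 stayed closer to pluripotency is one hypothesis that may account for the set's increase, with TDGF1 as an exception.

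FN1 had a log2 fold change of 2.04, against the direction of most mesenchymal genes, and ranged from 1.73 to 2.35 over the 4 fits that each left out 1 library. No annotated exon of another gene overlapped its exons (0%). Its log2 fold change was 2.11 after regression on transcript length and GC content and 2.10 after median scaling. OVOL2 had a log2 fold change of 1.22, which was 1.28 after median scaling and 1.22 after the regression. FN1 and OVOL2 lost their calls without the filter on low values (adjusted p = 0.0741 and 0.136 from limma, against ranges of 0.00192 to 0.0741 and 0.0127 to 0.136 over all alternatives). A biological reason for their increase was not tested.

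Among the other largest increases, CTGF had a log2 fold change of 4.10, from 12.9 ± 4.04 to 232 ± 16.8 FPKM (SD, n = 2 each), which was 4.16 after median scaling and 4.13 after the regression. CYR61, chosen after its value was seen, rose from 17.1 ± 5.12 to 140 ± 4.93 FPKM. Both are targets of YAP/TAZ. A wider list of 16 tested YAP/TAZ targets, compiled after CTGF was seen and without CTGF, CYR61, IGFBP3 and FOXF2, did not rise as a set (median log2 fold change 0.13, adjusted p = 0.370 from limma's camera), so the list gives no ground for a general YAP/TAZ response. SPARCL1 had a log2 fold change of 3.73, which was 3.79 after median scaling and 3.78 after the regression. No biological explanation was tested for SPARCL1.

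MTATP8P2 and U3, with log2 fold changes of 3.77 and 3.67, were listed at 0 in both DMSO libraries and at 12.4, 13.0 and 11.3, 12.1 FPKM in the IWP2 libraries. Their longest transcripts are 202 and 204 bases, and each resembles other copies in the genome, so reads could be split between copies. Of the 38 called genes listed at 0 in both libraries of a group, 36.8% had a longest transcript under 300 bases, against 0.681% of all tested genes. Of the 38, 11 were at 0 with DMSO, 7 of them under 300 bases, and 27 were at 0 with IWP2, also 7 of them under 300 bases. The increases of MTATP8P2 and U3 could therefore be failed estimates of short transcripts.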

How the results depend on the processing

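The count of genes changed by IWP2, 2316, lay between 1887 and 2459 under every alternative but 1. Without a filter on low values it was 381, of which 366 were among the 2316, with 118 higher and 263 lower genes, and 90 higher and 229 lower by more than 2-fold. The cause was not tested. With an FPKM of at least 1 in every library, a filter that removes genes that fell to low values, 381 genes were lower by more than 2-fold against 629. With the replicate number as a block, 2238 genes were called, 2062 of them among the 2316. With crossed numbers (1887) and over genes with a longest transcript of at least 300 bases (2459), settings chosen after the data were seen, the count stayed within 1.5 times. Higher genes made up 44.6% of the calls, 52.2% after median scaling and 51.1% after quantile normalization, which moved the median log2 fold change of all genes from -0.016 to 0.040 and 0.023.

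The set tests depended on fixing the inter-gene correlation in limma's camera. When it was estimated from the 4 libraries in place of 0.01, planned for the paper-named mesenchymal genes and applied to the other sets after the data were seen, each set that had been significant lost significance, with the same medians: the paper-named mesenchymal genes (median -2.69, adjusted p = 0.130, against 5.46e-15 to 1.36e-12 under the other alternatives), the wider mesenchyme list (-0.72, 0.0586), the epithelial genes (1.03, 0.232), the pluripotency genes (0.85, 0.124), and the primitive streak (-3.51), Wnt target (-1.46) and endoderm (-2.06) genes (0.105 each). Before adjustment, the p-values from limma's camera with an estimated correlation were 0.0202 for the primitive streak and 0.0252 for the Wnt target genes. They were 0.0351 for the endoderm genes and 0.0147 for the wider list. These sets crossed 0.05 only through the adjustment. With an estimated correlation limma's camera uses the 2 residual degrees of freedom of the fit, whereas a fixed one lets it use the number of genes. The estimate for the wider list, 0.00125, was below 0.01, as were those for the Wnt target (-0.0678), pluripotency (-0.0379) and endoderm (-0.12) genes, so a higher correlation was not what weakened these 4 tests. The estimates were above 0.01 for the paper-named (0.192), epithelial (0.889) and primitive streak (0.0405) genes. Beyond this the cause was not tested. Without the screened TFs, a setting chosen after the data were seen, the wider list had a median of -0.36 (adjusted p = 7.87e-05 from limma's camera). The named mesenchymal genes outside the TF screen passed the threshold without the filter (median -0.35, adjusted p = 0.0498) and, in a setting chosen after the data were seen, with ZEB1 added to the list (median -0.82, adjusted p = 0.0429), with a range of 0.0429 to 0.232 over all alternatives. LEFTY1 lost its call without the filter (log2 fold change -2.39, adjusted p = 0.0748 from limma, with a range of 0.00204 to 0.0748 over all alternatives). The Wnt ligand set changed sign without the filter (median 0.011 against -1.02) and was not significant in any setting. The cause was not tested in these cases. Under the alternatives other than the inter-gene correlation and the omission of libraries, the other set medians, including the wider mesenchyme list (-0.83 to -0.36), kept their direction and their side of the threshold.

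For single named genes, 24 results were weaker and 1 stronger. Without the filter 14 genes, LEFTY1 among them, lost their calls, and the other weaker results were CLDN3, CRB3, EPCAM and OCLN under other pseudocounts, without the trend, or with the replicate block. NANOG was called only with the replicate block.

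Leaving out 1 library leaves 1 in its group, so only values are given, and no count of called genes could be made. Over these 4 fits the median log2 fold change ranged from -2.86 to -2.59 for the paper-named mesenchymal genes, from -0.77 to -0.27 for those outside the screen, from -0.77 to -0.67 for the wider list, from 0.67 to 1.39 for the epithelial genes, from 0.67 to 0.86 for the pluripotency genes, from -1.50 to -1.42 for Wnt targets, from 0.059 to 0.28 for amnion and trophoblast genes, from -2.41 to -1.71 for endoderm genes and from -1.03 to -0.92 for Wnt ligands. It ranged from 0.021 to 0.33 for YAP/TAZ targets. For SMAD2/3 targets with LEFTY1 it ranged from -0.45 to -0.25, and for BMP targets from -0.22 to -0.10. The number of TFs below -2 ranged from 11 to 13 in these fits and from 11 to 17 otherwise. Alternatives that need counts were not run, because the values are FPKM. With 18900000 to 23400000 fragments per library, depth limits OSR1, which rests on about 2.3 to 18.5 fragments in a library, and TBX2 with IWP2, on about 3.1 and 4.7. Among TFs below -2, depth also limits the IWP2 values of FOXF1 (about 2 and 6 fragments) and GSC (3.5 and 9.4). The same holds for HAND2 (5.1 and 7.1) and MESP1 (13.5 and 4.2). The log2 ratio of ZFPM2, on about 17.2 to 99.9 fragments, was shrunk by the pseudocount (-0.71 with 1 and -2.27 with none).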

Differences from the paper's values

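The paper gives 17 TFs as both lower with IWP2 and upregulated in mesoderm, with a log2 threshold of 2 printed in Fig. 4A. Here 13 of the same TFs lay below -2, a difference of less than 1.5-fold. With crossed replicate numbers, a setting chosen after the data were seen, 11 TFs had both paired differences below -2. That count differs from the paper's by more than 1.5-fold, and leaving out DMSO replicate 2 also moved the difference past this limit. The paper's figure includes FOXC1, ZFPM2, TBX2 and OSR1, whose log2 ratios here were -1.88, -0.71, -0.38 and -0.16. Among the alternatives set before the data were examined, FOXC1 was below -2 with pseudocounts of 0.1 (-2.87) and 0.01 (-3.06), and ZFPM2 (-2.22) and TBX2 (-2.97) with 0.01. OSR1 was not below -2 under any of them, at -0.90 with 0.1 and -1.81 with 0.01. With no pseudocount, a setting chosen after the values were seen, all 17 were below -2, OSR1 at -2.07. With a threshold of -1 in place of -2, 14 TFs passed, FOXC1 among them.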

Other observations

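The tests of length, GC content and depth, those of the DMSO libraries, and that of the wider mesenchyme list without the screened TFs were chosen after the results were seen, and the test of normalization and the other set tests before.

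LEFTY1, which the paper reports as suppressed by IWP2 without naming the assay in its text, fell from 77.0 ± 28.2 to 13.4 ± 0.230 FPKM (SD, n = 2 each), a log2 fold change of -2.39 (standard error 0.24, adjusted p = 0.00403 from limma, and 0.00295 with the replicate block). It shares 46.6% of its exon bases with another gene on its strand, so reads of the 2 genes could have been split, and its call was lost without the filter on low values (0.0748). The other SMAD2/3 target genes did not fall as a set. Their median log2 fold change was -0.12 over 8 genes (adjusted p = 0.452 from limma's camera). CER1 fell from 1830 ± 309 to 36.4 ± 3.10 FPKM, whereas NODAL was 9.16 ± 4.36 and 9.41 ± 0.562 FPKM and did not change beyond its spread.

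A wider mesenchyme list, compiled by hand before the data were examined and not the paper's own set, had a median log2 fold change of -0.72 over 88 of 109 genes (adjusted p = 6.13e-10 from limma's camera, 6.94e-10 with the replicate block and 0.0586 with an estimated inter-gene correlation). Of these, 63 fell, 45 of them called, and 25 rose, 7 of them called. The median was -0.67 after median scaling and -0.69 after regression on transcript length and GC content, and the mean depth of the groups differed 1.08-fold, so the decrease was not removed. These checks had little to correct, as length and GC content explained 0.300% of the variance and the scaling shifted all genes nearly alike. The list includes the 17 screened TFs, 14 of them tested and all called lower, which the paper selected in part for their decrease with IWP2. Without the 17, in a test chosen after the results were seen, the median was -0.36 over 74 genes (adjusted p = 7.87e-05 from limma's camera, 8.29e-05 with the replicate block and 0.0937 with an estimated inter-gene correlation), with 49 lower, 31 of them called, and 25 higher, 7 of them called. Single genes outside the screened TFs were thus lower with IWP2, 31 called against 7 called higher. That these genes fall as a set remains a hypothesis, since the set test passed the threshold only with a fixed inter-gene correlation. The estimated correlation, -0.0126, was below 0.01, so a higher correlation was not what weakened the test. Before adjustment, the p-value from limma's camera with the estimated correlation was 0.0312.

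Canonical Wnt target genes fell as a set (adjusted p = 2.71e-08 from limma's camera), SP5 from 50.1 ± 4.36 to 0.371 ± 0.0116 FPKM. Definitive endoderm genes fell as well, with a median log2 fold change of -2.06 over 8 genes, all 8 lower and 6 of them called (adjusted p = 1.53e-06 from limma's camera). SOX17 and FOXA3 were not called, with log2 fold changes of -0.54 and -0.060 (adjusted p = 0.142 and 0.896 from limma). Pluripotency genes (0.000254) and epithelial genes (9.76e-05) rose. None of these sets passed the threshold with an estimated inter-gene correlation. At the assumed correlation of 0.01, these tests came out as written down beforehand if IWP2 lowers Wnt signaling and holds cells back from primitive streak fates.

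Besides the SMAD2/3 targets above, the BMP target, amnion and trophoblast, and neuroectoderm sets did not move as written down beforehand. BMP target genes were not significantly lower as a set (median log2 fold change -0.16, adjusted p = 0.957 from limma's camera). Their median lay above that of 2.91% of the random lists, but 4 genes were called higher and 2 lower. MSX1 fell from 33.0 ± 4.77 to 1.13 ± 0.138 FPKM, while ID1 rose from 717 ± 103 to 1954 ± 258 and ID4 from 31.3 ± 0.0591 to 75.1 ± 2.28. Amnion and trophoblast genes were not higher as a set (median 0.17 over 14 of 20 genes, adjusted p = 0.425), with 5 genes called higher, among them KRT7 (0.849 ± 0.0216 to 7.03 ± 1.68 FPKM) and IGFBP3 (1.84 ± 0.485 to 17.4 ± 1.35), and 3 called lower, among them CDX2 (5.35 ± 0.202 to 0.189 ± 0.0624). Their median lay above that of 96.4% of the random lists. Only 2 of 11 neuroectoderm genes passed the filter (adjusted p = 0.534), so that test decides nothing.

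DMSO replicate 1 lay nearer to the IWP2 libraries than DMSO replicate 2 in many of the genes that IWP2 changed. This held for all 6 epithelial genes, for 17 of the 21 tested paper-named mesenchymal genes (GSC at 18.8 against 31.4 FPKM), for NANOG (23.0 against 9.54 FPKM), and for 1354 of the 2316 called genes (58.5%). It also held for 11 of the 16 tested primitive streak genes and for 57 of the 88 tested genes of the wider mesenchyme list. Across all 14150 tested genes outside the gene lists, most of which IWP2 did not change, the difference between the DMSO libraries had a Pearson r of 0.059 with the IWP2 effect. Across the 2236 called genes outside the lists it was 0.246, against 0.018 for the same measure on the IWP2 libraries. Genes are not independent replicates. The difference in SOX2 between the DMSO libraries corresponds to a mixing with 0.055% of IWP2 RNA. That value is an estimate and not an upper limit, as it rests on about 10.3 and 8.2 fragments of SOX2 in DMSO replicates 1 and 2. Other genes went the other way. DMSO replicate 1 was the nearer library for 4 of 8 endoderm genes and 6 of 14 Wnt target genes, and the farther for FOXA2 (6.28 against 3.49 FPKM), CXCR4 (24.1 against 14.5) and LEFTY1 (97.0 against 57.1). A slower course of differentiation in DMSO replicate 1 remains a hypothesis that these genes do not follow, and it cannot be tested with 1 such library.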
